A study of Mus musculus with 12 samples. Its data were reported in "Identification, Characterization, and Heritability of Murine Metastable Epialleles: Implications for Non-genetic Inheritance" (2018).

How the data were processed

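Gene expression was measured by RNA sequencing in 12 libraries from spleens of C57BL/6J mice aged 6 to 8 weeks. The libraries form 4 groups of 3: resting B cells lacking the surface protein CD43 from females and from males, and naive T cells carrying CD4 and CD62L from females and from males. Per the labels, the naive T cells were enriched with magnetic beads and then sorted by flow cytometry for high CD62L, low CD44 and no CD25. The series describes its replicates as pools of mice, so the spread between libraries is a spread between pools. Groups were taken from the labels of each sample. The labels number the B cell libraries 1 to 3 and the T cell libraries 4 to 6 in each sex. Some label fields describe the material as genomic DNA, while the series and its protocol describe RNA sequencing, and the values were treated as RNA expression.

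Per the labels, RNA was freed of ribosomal RNA, made into strand-specific libraries and spiked with synthetic ERCC transcripts. ERCC spike-ins were not analysed here. The table deposited by the authors gives a signal for 41128 genes in each library, named adjusted TPM, which is TPM, a length-corrected share of transcripts, after a rescaling between libraries. Each library has 3 columns, namely a point estimate and the lower and upper bounds of an interval. The quantification tool, the genome build, the method of adjustment and the level of the interval are not stated. The deposited signal of the library female B cell 1 adds up to 1000000, and the totals of all 12 libraries run from 561020 to 1453940, so a rescaling factor differs between libraries. The values are not read counts, no value is 0, and the sequencing depth of each library is unknown. Precision was therefore read from the deposited bounds. For genes with an adjusted TPM from 1 to 10, the median ratio of upper to lower bound was between 1.30 and 1.55 in the 12 libraries, and for genes from 10 to 100 it was between 1.11 and 1.20. For values from 0.01 to 0.1 the median ratio was 150.6, so such values have little precision. Replicates of one group had separate intervals for 27.2% to 55.1% of genes above 10, so the bounds do not cover the difference between replicates.

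Gene identifiers were matched without their version to the GENCODE M21 annotation of GRCm38, and 40254 of the 41128 genes (97.9%) matched. Coordinates, chromosomes and gene types come from that annotation. Fold changes were computed as differences of log2(adjusted TPM + 1), and this pseudocount of 1 understates the change of genes with low values. Genes with an adjusted TPM of at least 1 in at least 3 libraries were tested, which left 12520 genes, of which 10400 are protein-coding.

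The main test was limma (version 3.58.1 in R 4.3.3) with 1 coefficient per group over all 12 libraries and a mean-variance trend in the moderated variance. Its contrasts were B against T cells averaged over the sexes, females against males within B cells and within T cells, and the difference between these sex effects. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called past the threshold, and every adjusted p of a gene below comes from limma with this adjustment. The design written before the data were examined named a test for read counts and limma in case the values were not counts. The filter on low values was chosen once the values were known not to be counts. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, plots were drawn with matplotlib 3.10.9, and transcripts were compared with blastn 2.17.0+.

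The fits were tested on simulated data for the 12520 genes, with 200 genes changed by a log2 value of 1 and 10 draws. The share of changed genes recovered was 98.1% for B against T cells, 94.8% for the sexes within B cells and 84.3% for the difference between sex effects. False calls made up 5%, 4.9% and 4.2% of the calls. With no simulated change, at most 1 gene was called in a draw.

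The genes named in the text follow a rule set before the data were examined. For B against T cells they are the 5 largest changes in each direction among genes past the threshold with a mean log2 value of at least 5 and no overlap between the cell types, antigen receptor segments left out. For each sex contrast they are the 5 largest in each direction past the threshold with no overlap between replicates, and for the difference between sex effects the 5 genes with the smallest adjusted p. Marker lists for sex, X-linked genes that escape X inactivation, B and T cell identity, other cell types, the cell cycle and dissociation stress were fixed at the same stage. So was the list of 103 genes that hold or lie nearest to variably methylated intracisternal A particles (VM-IAPs), copied from the study. Genes outside these rules are named as such. A single gene of the marker lists is not reported here.

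For the VM-IAP list, the SD within groups of log2(adjusted TPM + 1) was pooled over the 4 groups. The list median was compared, one-sided for higher values, with the medians of 10000 random lists of tested genes matched on mean expression. On simulated data with 42 listed genes, 0% of 40 draws passed p under 0.05 with equal spread and 100% passed with 1.5 times the spread. For genes with an initiating or terminating transcript, the lists were also matched on the width of the deposited interval. On simulated data with 7 listed genes of wide intervals, this passed in 5% of 40 draws where the interval width alone set the spread, and in 97.5% with 2 times that spread. Matching on expression alone passed in 47.5% of draws where the interval width alone set the spread.

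Whether a shared number pairs a female and a male library was checked by correlating, across the 12520 genes, their deviations from their group means. In T cells the same-number correlations were 0.72, 0.55 and 0.52 for the numbers 4, 5 and 6, and the correlations of different numbers lay between -0.46 and -0.02. The pairing of T cell libraries comes from this check, since the labels do not say what the number stands for. Across these genes, B cell numbers did not pair the libraries. Some genes still kept the same order by number in both sexes. Fos had 173.6, 65.1 and 52.1 in female B cells 1 to 3, and 110.5, 76.1 and 16.6 in male B cells 1 to 3. Jun, Egr1, Yam1 and Lars2 also fell from 1 to 3 in both sexes, while Hspa1a and Hspa1b did not. A correlation across all tested genes cannot exclude an effect of the number on such genes.

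Alternatives covered the pseudocount, the filter, the scaling between libraries, the variance model, the libraries in the fit, the number as a replicate block, protein-coding genes alone, a minimum fold change and leaving out each library in turn.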

Results

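Expression was compared between resting B cells and naive CD4+ T cells of C57BL/6J mice, in 12 libraries that form 4 groups of 3. The number of genes with an adjusted TPM of at least 1 was between 11122 and 11543 per library. Sequencing depth is unknown, and the totals of adjusted TPM ran from 561020 in female B cell 3 to 1453940 in male T cell 6. Protein-coding genes took 38.5% to 67.98% of the total. Replicates of a group correlated with r between 0.985 and 0.992 across the tested genes, and female and male libraries of a cell type with r between 0.983 and 0.995. B and T cell libraries correlated with r between 0.759 and 0.785. These correlations are across genes, which are not independent replicates.

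The sex of each library was checked first. The noncoding RNA Xist, which is transcribed from the inactive X chromosome (chromosome X, 103460366 to 103483254), had an adjusted TPM of 130.4 ± 16.2 (SD, n = 3) in female B cells and 52.6 ± 11.99 (SD, n = 3) in female T cells. It was at most 0.0142 in the male B cell libraries and at most 0.00858 in the male T cell libraries. The Y-linked gene Ddx3y had 63.2 ± 4.34 (SD, n = 3) in male B cells and 62.9 ± 6.82 (SD, n = 3) in male T cells, and Eif2s3y had 80.6 ± 1.31 and 78.5 ± 6.33. Kdm5d and Uty were likewise above 23 adjusted TPM in every male library. All 4 Y-linked genes were under 0.0002 in the female libraries. Every library carried the sex its label gives. Between B and T cells, 1 of these 5 genes (Xist) was past the threshold.

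**Figure D1:**
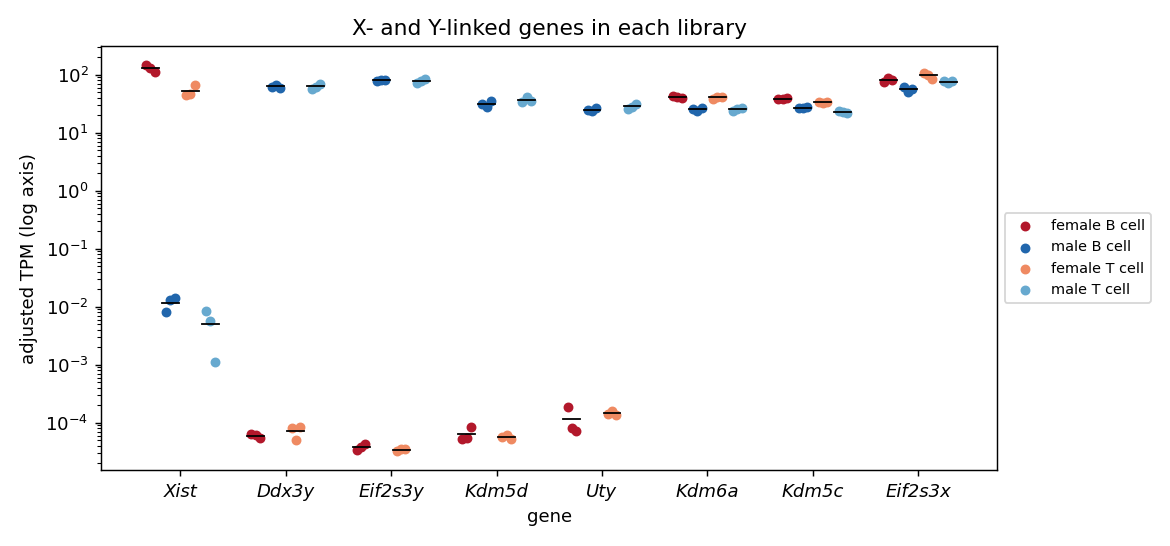
Adjusted TPM (log axis) of X- and Y-linked genes, with 1 point per library, 3 libraries per group and a bar at the group mean. Xist lies above 44 in female libraries and under 0.02 in male libraries, and Ddx3y, Eif2s3y, Kdm5d and Uty show the opposite order.

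B and T cells were set against each other to describe the expression that separates these lymphocytes. Of 12520 genes tested, 9134 were past the threshold, 3926 of them higher in B cells and 5208 higher in T cells, and 9382 had an unadjusted p under 0.05. The 6 B and the 6 T cell libraries did not overlap for 6754 genes (53.9%), against 0.22% by chance. With a minimum absolute log2 fold change of 1, 2705 genes were past the threshold, 1483 of them (54.8%) higher in B cells. Among the alternatives, removing the filter on low values moved the count most in number of genes, to 24591 genes of 41128. The balance of directions rested on the minimum fold change and on the scaling between libraries. The share of calls higher in B cells was 43.0% under the authors' scaling, 52.7% under median-ratio scaling and 71.6% with every library rescaled to a total of 1000000. The median log2 fold change of all tested genes was -0.09 under the authors' scaling and 0.26 with every library rescaled to that total, so small changes keep a direction only relative to the scaling.

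The identity genes of B and T cells followed the labels. The 4 B cell identity genes Cd79a, Cd79b, Ms4a1 and Pax5 were past the threshold and higher in B cells, with values from 127.6 to 1115 in B cells and at most 2.00 in T cells. All 5 T cell identity genes (Cd3d, Cd3e, Cd4, Lck and Tcf7) were higher in T cells, with values from 62.4 to 387.6 in T cells and at most 13.4 in B cells. The 170 immunoglobulin segments tested were all past the threshold and higher in B cells, and the 101 T cell receptor segments were all higher in T cells. The direction of every tested segment was the same under the other scalings.

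**Figure D2:**
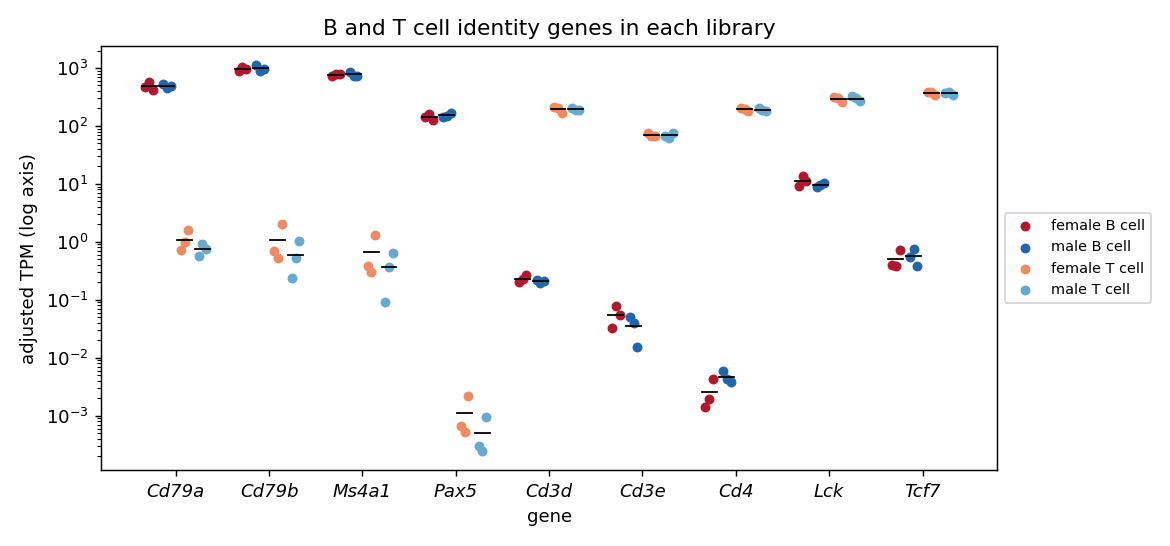
Adjusted TPM (log axis) of B and T cell identity genes, with 1 point per library, 3 libraries per group and a bar at the group mean. The B cell genes lie between 127.6 and 1115 in B cell libraries and at most 2.00 in T cell libraries, and the T cell genes lie between 62.4 and 387.6 in T cell libraries.

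Outside the antigen receptor segments, among genes with a mean log2 value of at least 5 and no overlap between the cell types, the largest change towards B cells was in Cd74. This gene (chromosome 18, 60803848 to 60812652) had 4480 ± 526.5 (SD, n = 6) in B cells and 5.82 ± 6.15 (SD, n = 6) in T cells, a log2 fold change of 9.79 (SE 0.43, adjusted p = 2.5e-10). H2-Aa, H2-Ab1, H2-Eb1 and Cd79b followed, with log2 fold changes of 9.59, 9.25, 9.25 and 9.11. By the same rule, the largest change towards T cells was in Ms4a4b (chromosome 19, 11443553 to 11467055), with 3.77 ± 0.764 (SD, n = 6) in B cells, 682.6 ± 33.3 (SD, n = 6) in T cells and a log2 fold change of -7.18 (SE 0.10, adjusted p = 1.8e-15). Lef1, Ms4a6b, Lck and Spn had log2 fold changes of -5.62, -5.09, -4.71 and -4.54.

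The remaining lists described other cells and states. The 4 cell cycle genes (Mki67, Top2a, Ccnb1 and Cdk1) were higher in B cells, with values of 1.68 to 23.5 in B cells and at most 4.04 in T cells. None of the 5 dissociation stress genes and neither of the 2 erythroid genes tested was past the threshold, and their values ranged widely between libraries, up to 189.0 for Fos and 154.2 for Hbb-bs. The 2 monocyte genes tested, Lyz2 and Cd68, were higher in B cells, with values in B cells of at most 11.1. Of the CD8 T cell genes, Cd8a was higher in B cells and Cd8b1 in T cells, and neither was above 8.11 in a library. Of the 2 plasma cell genes tested, Sdc1 was higher in B cells and Prdm1 in T cells, and neither was above 6.82. The neutrophil and natural killer cell genes were under the filter, with values of at most 1.35 and 0.699. Of the regulatory T cell genes, Ikzf2 was higher in T cells (log2 fold change -2.10, SE 0.47, adjusted p = 0.0013), Il2ra was not past the threshold (adjusted p = 0.66) and Foxp3 was under the filter.

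Females and males were compared within each cell type. In B cells, 18 genes were past the threshold, 7 higher in females and 11 higher in males, and 373 had an unadjusted p under 0.05. Groups of 3 against 3 can be without overlap in 10% of genes by chance, and 7.2% were. In T cells, 13 genes were past the threshold, 6 higher in females and 7 higher in males, 319 had an unadjusted p under 0.05 and 8.5% were without overlap. Fitted in the T cell libraries alone, 10 genes were past the threshold, of which 6 were among the 13 (Xist, Ddx3y, Eif2s3y, Kdm5d, Uty and Gm23077) and 4 were not (Map2, Hes5, Gm5931 and Gm20519, named after their values were seen). With the number as a block in that fit, 5 genes were past it, namely Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. With every library rescaled to a total of 1000000, 26 genes were past it in T cells, 17 higher in females (65.4%) against 6 of 13 (46.2%) under the authors' scaling, and the median log2 difference of all tested genes was 0.25 in T cells and -0.07 in B cells. Removing the filter moved both counts most, to 10985 in B cells and 10607 in T cells, and 98.2% and 98.4% of those calls were genes under 1 in every library.

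Both lists held the same 3 X-linked genes (Xist, Kdm5c and Kdm6a) and the same 5 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d, Uty and the noncoding gene ENSMUSG00000099876), and these 8 genes had the same direction in both cell types. The log2 fold change of Xist was 7.01 (SE 0.13, adjusted p = 2.9e-12) in B cells and 5.71 (SE 0.13, adjusted p = 3.2e-11) in T cells. That of Eif2s3y was -6.35 (SE 0.07, adjusted p = 3e-14) and -6.31 (SE 0.07, adjusted p = 3.2e-14). Ddx3y, Kdm5d and Uty had log2 fold changes of -6.00, -5.03 and -4.69 in B cells and -5.99, -5.23 and -4.88 in T cells. Kdm6a had 41.0 ± 1.79 (SD, n = 3) in female and 25.5 ± 1.57 (SD, n = 3) in male B cells, with log2 fold changes of 0.67 in B cells and 0.64 in T cells. Kdm5c had log2 fold changes of 0.51 and 0.54. Kdm5c and Kdm6a were not past the threshold in fits of a single cell type, where the adjusted p in T cells was 0.058 for Kdm5c and 0.071 for Kdm6a, and 0.25 and 0.12 with the number as a block. With every library rescaled to a total of 1000000 they were not past it either. Of the other X-linked escape genes, neither Eif2s3x (log2 fold change 0.52 in B cells, adjusted p = 0.13, and 0.35 in T cells, adjusted p = 0.95) nor Ddx3x was past the threshold. Eif2s3x was past it in B cells under median-ratio scaling (adjusted p = 0.024), under quantile normalization (adjusted p = 0.021) and with no filter (adjusted p = 0.0051), and in T cells with no filter (adjusted p = 0.035). In the other alternatives its adjusted p was at least 0.1 in B cells and at least 0.43 in T cells. Between B and T cells, 2 of the 4 escape genes differed, Kdm5c being higher in B cells and Eif2s3x in T cells.

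Among the autosomal and X-linked genes past the threshold, 3 of 13 (23.1%) in B cells and 3 of 8 (37.5%) in T cells were X-linked, against 3.32% of the genes tested. Two-sided Fisher's exact tests gave p of 0.0081 for B cells and 0.0018 for T cells. These are the same 3 genes in both cell types, so the tests are not independent. Without male T cell 4 or without male T cell 6, the share in T cells was 75.0%, and without female T cell 4 or female T cell 5 it was 3 of 5 genes. Without female B cell 3 the share in B cells was 37.5%. In the T cell libraries alone, 2 of 6 such genes (Xist and Gm5931) were X-linked (two-sided Fisher's exact p of 0.015), and with the number as a block 1 of 1, Xist (p of 0.033 in the same test).

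The autosomal genes past the threshold were 10 in B cells and 5 in T cells, with none in common. In B cells they were 7 pseudogenes, 2 small RNAs and the protein-coding gene Map2, and in T cells 1 pseudogene and 4 small nucleolar RNAs. Values of such genes are uncertain where near-identical copies share reads. In B cells Rpl35a-ps3 (chromosome 17, 29136972 to 29137304) had 9.95 ± 3.25 (SD, n = 3) in females and 1.82 ± 0.369 (SD, n = 3) in males, a log2 fold change of 1.93 (SE 0.19, adjusted p = 0.00077). Gm26347 and Gm9385 were also higher in females, with log2 fold changes of 0.76 and 0.68, and RP23-8J15.5 was higher in males, with -1.80. Gm26347 lay near the filter, with means of 1.59 in female and 0.53 in male B cells. In T cells Gm22322, Gm23077 and Gm16550 were higher in females, with log2 fold changes of 1.28, 0.98 and 0.67. Their values lay near the filter of 1, with means of 2.09, 1.42 and 1.93 in females and 0.231, 0.225 and 0.83 in males. The Y-linked noncoding gene ENSMUSG00000099876 was higher in males, with -1.46 and a mean of 1.88 in male T cells. Of the 18 calls in B cells, 10 were made in each of the 6 fits that left out 1 B cell library, and of the 13 in T cells, 8 were made in each of the 6 fits that left out 1 T cell library. Map2 and Gm23734 lost their call in every such fit. Without male B cell 3, RP23-8J15.5 had an adjusted p of 0.054. Of the other named autosomal genes, Gm26347 lost its call in 3 of the 6 fits, Gm9385 in 4, Gm22322 in 4 and Gm16550 in 5. ENSMUSG00000099876 lost it in 5 of the 6 fits in B cells and in 2 of the 6 in T cells.

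Whether the sex effect differs between B and T cells was tested as an interaction. No gene was past the threshold (0 genes), and 295 had an unadjusted p under 0.05. The smallest adjusted p was 0.086, for Gm23077, Xist and RP23-8J15.4, with differences of the log2 fold changes of -0.84, 1.30 and -1.87. Rpl17-ps9 and Gm16550 came next, with an adjusted p of 0.21 each. Without female T cell 6, 3 genes were past the threshold, among them Xist (adjusted p = 0.002) and Gm23077 (adjusted p = 0.03). Removing the filter moved the count most, to 11201 genes, of which 98.6% were under 1 in every library.

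The study searched for VM-IAPs, endogenous retroviral elements whose methylation varies between genetically identical mice, and asked whether such elements start transcripts of genes and whether the level of these transcripts follows the methylation. Variable expression of a neighbouring gene was part of its first definition of these loci, and only the spread of expression is compared here. Methylation was not analysed here. Of the 103 genes listed, 95 are in the table and 42 passed the filter. The median SD within groups of the 42 genes was 0.145 on the log2 scale, against 0.139 for matched lists, a ratio of 1.05 (one-sided p of 0.274). The list as a whole was not past p of 0.05 with these settings. On simulated data the test passed in 100% of draws at 1.5 times the spread, and smaller excesses were not simulated. Restricted to the 27 genes listed as holding the element, the ratio was 1.18 (p of 0.0393). Not all of them hold it. The study describes the element at Eps8l1 as intergenic, and its coordinates for those at Tfpi and Bmf lie outside the annotated genes. Restricted to the 20 genes whose element overlaps a transcript, the ratio was 1.24 (p of 0.0246). These subsets were set before the data were examined, their p-values carry no correction for the number of lists, and the transcript overlap was determined by the study in these same libraries, so the latter is not independent evidence. The alternative that moved the ratio most was the 7 tested genes with an initiating or terminating transcript, at 2.33 (p of 0.0004). That subset was formed after the spread of single genes had been seen. Its p comes from lists matched on expression alone. On simulated data for 7 genes of wide intervals, that test passed in 47.5% of draws where the interval width alone set the spread. Those simulated genes were drawn with wider intervals, relative to genes of similar expression, than the real 7, whose ratio was 1.251. The share for intervals like theirs was not simulated. Of 9 single changes of the list or setting, 5 gave p under 0.05. For the whole list these were median-ratio scaling, with a ratio of 1.16 (p of 0.023), and a pseudocount of 0.1, with a ratio of 1.157 (p of 0.0418), both chosen after the data were seen.

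**Figure D3:**
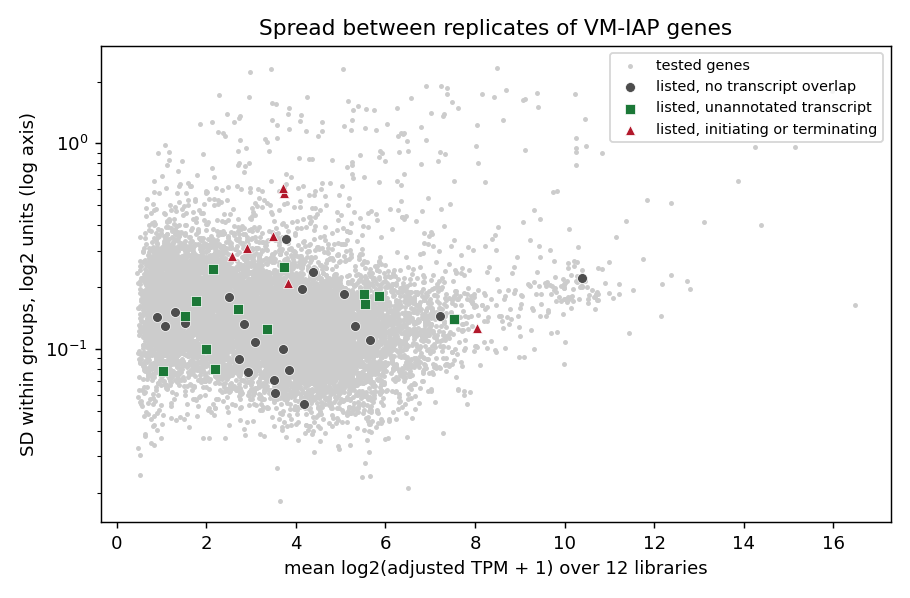
SD within groups (log2 units, log axis) against mean log2(adjusted TPM + 1) over 12 libraries, with 1 point per tested gene and the 42 listed genes marked by transcript overlap. The listed genes lie across the range of the other genes, with Slc15a2 (0.609) and Eps8l1 (0.571) highest among them.

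Of the 42 genes, 9 were in the top 10% of spread among tested genes of similar expression. Slc15a2 (chromosome 16, 36750177 to 36784962) had an SD within groups of 0.609 and Eps8l1 (chromosome 7, 4460674 to 4480487) of 0.571, each above 100% of its matched genes. Slc15a2 ranged from 5.91 to 18.7 adjusted TPM in female and from 8.72 to 22.4 in male B cells. Eps8l1 ranged from 16.7 to 22.0 in female and from 4.06 to 12.8 in male B cells, without overlap, and the difference between the sexes was not past the threshold (log2 fold change 1.20, SE 0.38, adjusted p = 0.923). 2610035D17Rik, Bmf, Rnf157 and Gm15800 lay above 97.5%, 94.0%, 94.0% and 90.5% of their matched genes, and Mbnl1 above 24.6%. The remaining genes of the 9, named after their values were seen, have no initiating or terminating transcript. They were Hist4h4 (97.5%) and Ylpm1 (95.5%), with no transcript overlap, and P4ha1 (94.4%), with an unannotated transcript. Vmn2r97, which the study also lists with an initiating transcript, was under the filter.

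**Figure D4:**
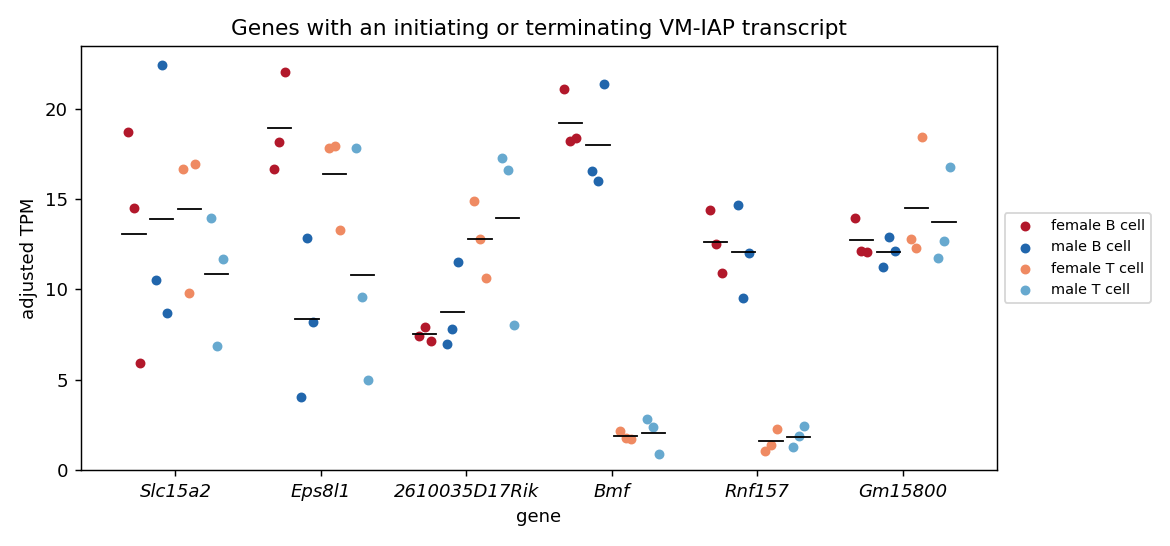
Adjusted TPM of 6 genes with an initiating or terminating VM-IAP transcript, with 1 point per library, 3 libraries per group and a bar at the group mean. Slc15a2 ranges from 5.91 to 22.4 in B cell libraries, and Mbnl1 is left out because its values are over 100.

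Of all 12520 tested genes, 9134 differed between B and T cells, 43.0% of them higher in B cells, and the list was not tested against them. Of the 42 listed genes, 31 (73.8%) differed in the test over all genes, 14 of them higher in B cells. Adjusted over the list alone, 31 differed. Because the list came from methylation in B and T cells of the same collection, this adjustment is not independent evidence. The study had left elements whose methylation differed between B and T cells out of its list. Removing the filter moved the count most, to 61 of 95 genes, 31 of the 61 being higher in B cells. With every library rescaled to a total of 1000000, 23 genes differed, 14 of them higher in B cells. With median-ratio scaling 29 genes differed, 14 of them higher in B cells. The majority direction of the list therefore changed with that rescaling and with the removal of the filter, but not with median-ratio scaling. Of the genes the text of the study names, Tfpi had a log2 fold change of -1.18 (SE 0.08, adjusted p = 4.1e-08) and Marveld2 of 1.99 (SE 0.12, adjusted p = 1.1e-08), and Sema6d was under the filter. That text also names Cdk5rap1 (-0.56, SE 0.14, adjusted p = 0.0033) and Dst (-0.51, SE 0.11, adjusted p = 0.0013), which are not among the 42 genes. The study used the element at Dst as a highly methylated control, and that at Cdk5rap1 fell just under its threshold for VM-IAPs. Bmf and Rnf157 were higher in B cells, with log2 fold changes of 2.75 and 2.30, and Mbnl1 and 2610035D17Rik were higher in T cells, with -0.82 and -0.63. With every library rescaled to a total of 1000000, Cdk5rap1, Mbnl1 and 2610035D17Rik were not past the threshold. Slc15a2, Eps8l1 and Gm15800 were not past the threshold.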

Values the study reported

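The study took from earlier published work a count of 1994 IAP insertions that C57BL/6J mice carry and the CAST strain lacks. It reported that 552 of them lay in or close to genes whose expression differed between these strains. Of those 552, the study described 31 with uneven methylation between replicates. Its genome-wide screen gave around 100 candidate VM-IAPs. It used 12 RNA-seq datasets to assemble transcripts.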

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

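The tests of the total and of reads shared between copies were chosen after the results were seen. The gap between the most extreme library and the nearest other was examined for 84 combinations of a gene or measure with a cell type. A total of 2 stood apart, where 4.2 would be by chance, so their number is not above what chance gives.

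The total of adjusted TPM in male T cell 6 was 1453940, against 799769 to 944351 in the other T cell libraries. In that library 45.1% of the total came from Yam1 and Lars2. Without these genes its total was 798070, inside the range of 705684 to 838017 of the other T cell libraries. A few transcripts that take a large share are a candidate explanation for the total. Why their share differs between libraries stays open, and no biological explanation was tested.

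The noncoding gene 2610035D17Rik had 11.53 in male B cell 3, against 6.956 to 7.915 in the other B cell libraries. It is 1 of the genes with an initiating VM-IAP transcript. In spleens of individual mice, the study reported that expression of this transcript was inversely correlated with methylation of the element. No cause was tested here for this single library. Whether variation between pools of mice at this locus accounts for its value stays open.

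Female minus male differences went opposite ways in B and T cells, with every library on the side of its group, for Rpl17-ps9 and Gm16550. The differences between the sex effects were -0.83 and -0.81 on the log2 scale. This was tested as an interaction, and the adjusted p was 0.21 for each gene, so neither is shown to differ. Both are processed pseudogenes with low values, with group means of at most 2.79. Among the autosomal genes past the threshold in either sex comparison, 93.3% were pseudogenes or small RNAs, against 7.5% of those tested (two-sided Fisher's exact p of 2.4e-15). Reads shared between near-identical copies are therefore a candidate explanation for such differences. A difference between the sexes in these genes stays open as untested.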

How the results depend on the processing

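Scalings, variance models, the stricter filter and the block over all 12 libraries were chosen after the data were seen, as were, for the spread of VM-IAP genes, the pseudocount of 0.1 and the lists by initiating or terminating transcript and by no transcript overlap. The alternatives that need read counts (other count models and size factors, hits shared by both, tagwise dispersion) were not run, nor was scaling by ERCC spike-ins.

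Genes differing between B and T cells numbered 8717 to 9193 across the 12 fits that each left out 1 library. The count moved by over 1.5 times to 2705 with an absolute log2 fold change of at least 1 and to 24591 with no filter. Of the VM-IAP genes, 61 were past the threshold with no filter, also when adjusted over the list alone, because 95 were tested in place of 42. Leaving out 1 library gave 30 to 32 over all genes and 30 to 33 over the list alone.

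In B cells, genes differing between females and males numbered 12 to 17 across the 6 fits that each left out 1 library. With the B cell libraries only there were 5, with an absolute log2 fold change of at least 1 there were 11, with an adjusted TPM of at least 1 in every library 10, with protein-coding genes only 6, 44 with every library rescaled to a total of 1000000, and 10985 with no filter. In T cells the range was 9 to 12, and these settings gave 8 for the minimum fold change, 2 for the minimum in every library, 6 for protein-coding genes, 26 for the rescaling, 10607 with no filter and 24 with a pseudocount of 0.1. A minimum in every library removes the Y-linked genes and Xist by construction. The causes of the other shifts were not tested. In each cell type 5 genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty) were called under every setting that kept them.

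With the number as a replicate block, 5 genes were past the threshold in B cells and 5 in T cells, against 5 and 10 in the same libraries without it. The T cell libraries are paired by number. In B cells the same-number correlations across all tested genes were -0.17, -0.04 and -0.34, though some genes kept the same order by number in both sexes. A replicate block in all 12 libraries gave 14 and 10, of which 12 and 10 were among the calls without it. For B against T cells it gave 9312 genes, 9009 of them among the 9134, and for the interaction 0. Of the named genes, Fos, Jun, Il2ra and Gm15800 were past the threshold between B and T cells with this block.

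The X-linked share of calls stayed above that of the genes tested in each alternative for which it was computed. It was not computed for the minimum fold change. Leaving out 1 library gave 23.1% to 37.5% in B cells and 42.9% to 75.0% in T cells. For the interaction, which gave 0 genes, the count was 20 with every library rescaled to a total of 1000000, 11201 with no filter, 3 with no mean-variance trend, 1 with a pseudocount of 0.1, 1 with quantile normalization and 4 with a robust prior. It ran from 0 to 3 across the fits that each left out 1 library, with 3 without female T cell 6. The cause was not tested.

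The ratio of the VM-IAP list, 1.05 with p of 0.274, was 1.02 to 1.12 across the 12 fits that left out 1 library. Of 9 single changes of the list or setting, 5 had p under 0.05. The ratio was 1.16 with median-ratio scaling and 1.157 with a pseudocount of 0.1. It was 1.183 for genes listed as holding the element and 1.244 for genes whose element overlaps a transcript. For the 7 genes with an initiating or terminating transcript it was 2.33. Genes with no transcript overlap gave 0.959, a reversed direction.

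Among named genes, 21 of 1098 combinations of a gene and a setting reversed in B against T cells, 5 were weaker and 13 stronger. In the sex comparison none reversed, and 24 were weaker and 3 stronger in B cells, 28 weaker and 1 stronger in T cells. In the interaction 15 of 101 were stronger. The 6 reversed genes were not past the threshold. Eps8l1 reversed to 0.30 with rescaling to a total of 1000000, 0.20 in female libraries only and 0.06 with median-ratio scaling, Gm15800 to 0.20 with rescaling to a total of 1000000, Hspa1a and Hspa1b to -1.0 and -0.90 in female libraries only, Il2ra to 0.06 with a pseudocount of 0.1 and Slc15a2 to -0.23 in female libraries only. Leaving out 1 library gave -0.25 to 0.16 for Eps8l1, -0.29 to 0.74 for Hspa1a, -0.01 to 1.02 for Hspa1b, -0.41 to 0.16 for Il2ra and -0.17 to 0.24 for Slc15a2. The causes were not tested.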

Other observations

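Tests of the code number in X- and Y-linked genes, of the VM-IAP genes, of the regulatory T cell genes and of the Yam1 share were chosen after the results were seen, except those of reads shared with other IAP copies and of sequence shared with Lars2.

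Other divisions of the libraries were fitted in the same way. For B against T cells, 1 of the 100 splits of the 12 libraries drawn gave as many genes, namely the real one, with 9323 genes in this fit of a pair of groups. The highest other split gave 5785 and 96 others gave 0. For the sexes, 1 of the 10 splits of the 6 B cell libraries and 1 of the 10 splits of the 6 T cell libraries gave as many genes, again the real ones, and no split of 3 against 3 can come below a share of 10%. Of the T cell splits, 4 part all 3 pairs of the same number, and the other 3 of these gave 0 genes. For the interaction, 100 of the 100 splits drawn gave as many genes, since the real one gave 0, and 295 genes had an unadjusted p under 0.05.

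The label of each library holds a further code number that is swapped between the sexes in B and T cells. If it marked a technical difference, sex differences would go opposite ways. The 8 X- and Y-linked genes called in both cell types went the same way in 8 of 8. For Xist and the Y-linked genes the direction was fixed by the sex of the mice, so they test nothing. Kdm5c and Kdm6a were higher in females, with log2 fold changes of 0.51 and 0.67 in B cells and 0.54 and 0.64 in T cells. This argues against the code number for Kdm5c and Kdm6a. Across 11978 autosomal genes the correlation of the sex differences in B and T cells was 0.066, and 134 of 200 oriented splits gave a value as low or lower, from -0.537 to 0.537. For autosomal genes an effect of the code number cannot be told apart from the spread between replicates, because the splits cover so wide a range. Without the filter on low values, 10985 genes in B cells and 10607 in T cells passed the threshold in the sex comparisons, and if near-floor estimates moved together within a library most would go the same way. Of these calls, 10785 in B cells and 10433 in T cells were genes under 1 in every library. Of those genes 51.6% in B cells and 45.2% in T cells were higher in females, which argues against a shared direction. Their median absolute log2 fold change was 0.0022 in each cell type, and what makes them pass stays open.

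Whether the full list of VM-IAP genes varied more than matched lists depends on the setting. Its ratio was 1.05 (p of 0.274) with the authors' scaling and a pseudocount of 1, 1.16 (p of 0.023) with median-ratio scaling and 1.157 (p of 0.0418) with a pseudocount of 0.1. It was 1.143 with the replicate number in the model (p of 0.0806) and 1.102 with the other cell types in the model (p of 0.130), and its interval width ratio was 0.997. The number, other cell types and estimation error cannot be told apart as sources for the full list, because its excess was past p of 0.05 only under some settings. The 7 genes with an initiating or terminating transcript had a ratio of 2.33 (p of 0.0004) against lists matched on expression alone. This subset was formed after the spread of single genes had been seen, and it was 1 of 4 list definitions tried besides the full list. The study assembled these transcripts from the same libraries, so the result is not independent evidence. The ratio was 2.349 with the replicate number in the model, which lowered the median SD of matched lists from 0.133 to 0.115, and this argues against the number as the whole cause. It was 2.372 with the other cell types in the model. Differing shares of other cell types cannot be told apart from a spread between pools, because that term did not lower the spread of the matched lists, at 0.135, or of these genes. The deposited intervals of these genes were 1.251 times as wide as those of matched lists (p of 0.0784). Against lists matched on expression and interval width the ratio of the spread was 2.244 (one-sided p of 0.0001, the smallest that 10000 lists can give), which argues against the estimation error that the bounds measure as the whole cause. Shared reads with other IAP copies would move the genes together. Their deviations had a mean pairwise correlation of -0.034, against a median of 0.026 over matched lists (one-sided p of 0.740), which does not separate the possibilities in 7 genes. A variation of expression between pools at these loci may underlie the spread, as a hypothesis. By qPCR in individual mice, the study reported expression inversely correlated with methylation of the element for Slc15a2, Eps8l1 and 2610035D17Rik. That work used whole spleen or brain. Whether it accounts for the spread between these pools was not tested here.

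The T cell libraries numbered 6 had higher values of genes of regulatory T cells in both sexes. Ikzf2 had 13.4 in female T cell 6 and 11.25 in male T cell 6, and at most 2.07 in the other T cell libraries. Foxp3 and Il2ra were also highest there, so 3 of the 3 genes of the list were. A larger share of regulatory T cells in these pools may explain this. It cannot be told apart from activation of the naive cells, because the list holds only 3 genes. B cells left in the T cell libraries are argued against by the level of B cell genes. Of the 4 B cell identity genes, 3 were highest in number 6 in both sexes, yet the highest was at 0.322% of its B cell mean, and 526.9% would be needed for the regulatory T cell genes.

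The noncoding RNA Yam1 (chromosome 17, 39846958 to 39848788), chosen after its values were seen, took between 2.03% and 37.4% of the total. On the log2 scale its share rose with the width of the intervals of genes from 10 to 100, with Pearson's r of 0.813 (permutation p of 0.00084) and Spearman's rho of 0.713 (permutation p of 0.012) over 12 libraries. This was 1 of 2 relations computed, and its Benjamini-Hochberg adjusted p was 0.00084. Without the 2 libraries farthest from the median r was 0.609, and within B and within T cells it was 0.940 and 0.902. Depth taken by a few transcripts may explain the wider intervals. Yam1 and Lars2 rose together, with Pearson's r of 0.978 (permutation p of 1e-05, the smallest that 100000 resamples can give, adjusted p of 2e-05) and Spearman's rho of 0.979 (permutation p of 1e-05). Without the 2 libraries farthest from the median r was 0.956. However, blastn found 0 matching bases between their transcripts at an e-value limit of 1e-05, which argues against sequence shared between them. Sequence that both share with a transcript outside the annotation was not tested, and no biological explanation was tested.

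Mid1 on the X chromosome, chosen after its values were seen, had 44.6 in female B cell 1 and 32.2 in female T cell 6, and at most 4.02 in the other libraries. The transcript G530011O06Rik, which lies inside it, had 8.55 and 4.97 in these libraries. No explanation was tested.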
